A study of Drosophila melanogaster with 12 samples.

How the data were processed

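RNA was measured in whole bodies of female Oregon flies (Drosophila melanogaster) in 4 groups of 3 libraries: control, cisplatin, TiO2 nanoparticles, and cisplatin together with TiO2. Per the labels' protocols, flies were kept for 3 days on medium with yeast and a green dye, prepared with water for controls and with solutions of the test substances otherwise. RNA was extracted with Trizol, and stranded mRNA libraries were made with an Illumina ligation kit. The dose is labelled in conflicting units: 50 µg/ml of each substance in the treatment protocol, and 50 mg/ml in the sample titles and the series design. No value reported here depends on the dose. The series text speaks of 3 runs of each sample, which was read as the 3 libraries of each group. How many flies went into a library, and their age, are not stated in the labels.

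The authors deposited raw counts per gene for all 12 libraries in 1 table of 17610 genes. Per the file headers, the table has the columns of a featureCounts output. The aligner, the counting program, its version and its strand setting are not stated, so reads from genes that overlap on either strand may be split or lost, and the libraries being stranded does not settle this. The count table names genes by FlyBase identifier. Of these, 17601 are in the Ensembl annotation of assembly BDGP6.54, and 17589 have identical coordinates there; 12 carry a scaffold name that a spreadsheet had turned into a number, and 9 are not in that annotation. Coordinates are printed as in the count table, and symbols come from the annotation tables. In 1469 genes all 12 libraries had a count of 0.

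The authors also deposited 3 comparison tables, each of a treatment against control, with a base mean, a log2 fold change and its standard error, and p-values with adjusted p-values. Per the file headers, their columns are those of a DESeq2 results table, and the design and filters are not stated. These authors' log2 fold changes and p-values were used only for a count of calls and a comparison of direction.

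Library totals ran from 26763042 counts (TiO2 replicate 3) to 46694769 counts (cisplatin replicate 1). A count of 0 is taken to allow up to 3 counts, which is between 0.0642 and 0.112 CPM (counts per M counts of the library, with M for mega) depending on the library. This limit covers counting error only, since reads without molecular identifiers are not independent molecules.

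Groups were taken from the sample descriptions. The tests, the gene sets, the rule for the genes to be named and most alternative settings were fixed before the data were examined. Differences were tested with edgeR (version 4.0.16, R 4.3.3) on the counts as deposited: genes were kept by filterByExpr on the 4 groups (11060 genes), libraries were scaled by TMM, and 1 quasi-likelihood model (glmQLFit, glmQLFTest) with 4 group means was fitted to all 12 libraries. There were 6 contrasts: 3 treatments against control, the combination against each single treatment, and the interaction on the log2 scale. All tests were for either direction, and p-values across genes were adjusted by Benjamini-Hochberg, with a threshold of 0.05. CPM are given with TMM-scaled library sizes, and log2 CPM with a prior count of 2. For named genes the library size is the total of the genes kept, and for summed lists and the male transcripts that of all genes. The procedure was tested on simulated data. With 200 genes changed 4-fold and the fitted dispersion, 119 of 10995 genes were called, which included 56% of the changed genes, and 5.88% of the calls were false. With a dispersion of 0.01, 99% of the changed genes were recovered among 10970 genes, and 7.04% of the calls were false. Both simulations drew each gene independently, so these shares need not hold for real libraries in which genes vary together.

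The rule was to name the genes with the largest changes past the threshold, with a mean of at least 5 CPM and without overlap of the ranges of the groups compared. Where no gene passed in a comparison, it named the 3 genes with the smallest unadjusted p-value among those with a mean of at least 5 CPM. No gene passed in edgeR with all libraries and no covariate in any of the 6 comparisons. All named genes are therefore of this kind, unless said to have been chosen after their values were seen. The 9 gene sets fixed beforehand held 302 genes present in the count table, 1 symbol was left out because it matched another gene than the one meant, and 1 further gene was not analysed here. Sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01) in 4 contrasts, which makes 36 tests adjusted together, with fry and camera with an estimated correlation as alternatives. Separation of the groups was measured as the share of the variance of log2 CPM between groups, with an exact permutation test over all 15400 partitions of the 12 libraries into 4 groups of 3. For comparisons that share the control libraries, 50 datasets without any group difference were simulated from the fitted dispersions.

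Alternative settings fixed beforehand were DESeq2 (version 1.42.0) with its own filter, DESeq2 size factors or library size alone in the edgeR fit, no filter, a mean of at least 50 counts, only the 2 groups compared, a replicate block, robust and legacy dispersion, a stricter threshold of 0.01 or an added 2-fold minimum, and each library left out in turn. For the separation of the groups they were the 500 most variable genes and a prior count of 10, and for the correlation of effects Spearman's rho and DESeq2 fold changes. After the data were seen, 4 more were added: the level of cuticle genes (symbols starting with Cpr) as a covariate, the first principal component of the deviations from group means as a covariate, limma voom with sample quality weights, and the non-legacy dispersion of edgeR, because the legacy one turned out to be the default of the installed version. A correction for GC content was planned and not run, because no genome sequence was used here. Lists of larval storage, tanning, eggshell, vitelline membrane, germline, muscle and neuron genes were written after the first results were seen and before these lists were measured, except that levels of eggshell genes had been seen. No pair of libraries in a group agreed within sampling noise: chi-square per degree of freedom was between 39.1 and 1059, so all 12 were counted as separate samples.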

Results

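The data are gene counts from 12 RNA-seq libraries of whole female flies, 3 each from untreated controls, flies fed cisplatin (a platinum drug that forms DNA adducts), flies fed TiO2 nanoparticles, and flies fed both. The series asks how transcription responds to the 2 substances alone and together. Library totals averaged 30.9 ± 3.90 M counts (M for mega, SD, n = 3) in control, 38.8 ± 7.04 M in cisplatin, 31.4 ± 4.03 M in TiO2 and 37.4 ± 2.69 M in the combination. They ran from 26.8 M to 46.7 M counts. Between 12729 and 13743 genes had at least 1 count in 11 of the libraries, and 15438 in the combination library of replicate 2. The 5 genes with the highest mean share of counts were mt:lrRNA (4.79% ± 1.57), mt:CoI, eEF1alpha1, mt:CoIII and Yp2. Mitochondrial genes took from 6.20% to 9.45% of the counts in 10 libraries, 12.4% in the combination library of replicate 2 and 16.7% in the control library of replicate 1.

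The spread between replicates differed among the groups. Correlations of log2 CPM between libraries of a group, taken across genes, lay between 0.987 and 0.988 in cisplatin and between 0.970 and 0.987 in TiO2. They lay between 0.875 and 0.952 in control and between 0.810 and 0.968 in the combination. The median SD of log2 CPM between replicates was 0.13 in cisplatin, 0.18 in TiO2, 0.50 in control and 0.62 in the combination. Of the variance within groups, the combination library of replicate 2 held 28.6%, that of replicate 1 held 17.8%, and the control libraries of replicates 3 and 1 held 15.9% and 12.6%.

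The first question was whether libraries grouped by treatment at all. Of the variance between libraries, 32.99% lay between the 4 groups. An exact permutation test gave a p of 0.277, since 4259 of the 15400 partitions of the 12 libraries reached as large a share (the smallest p possible is 1 in 15400), and the median partition had 25.6%. With 12 libraries, the separation was therefore not distinguished from that of other partitions. The first principal component held 66.02% of the variance and the second 9.16%. Without combination replicate 1 the between-group share was 0.469, and without control replicate 3 it was 0.461, against 0.330 with all libraries.

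**Figure D1:**
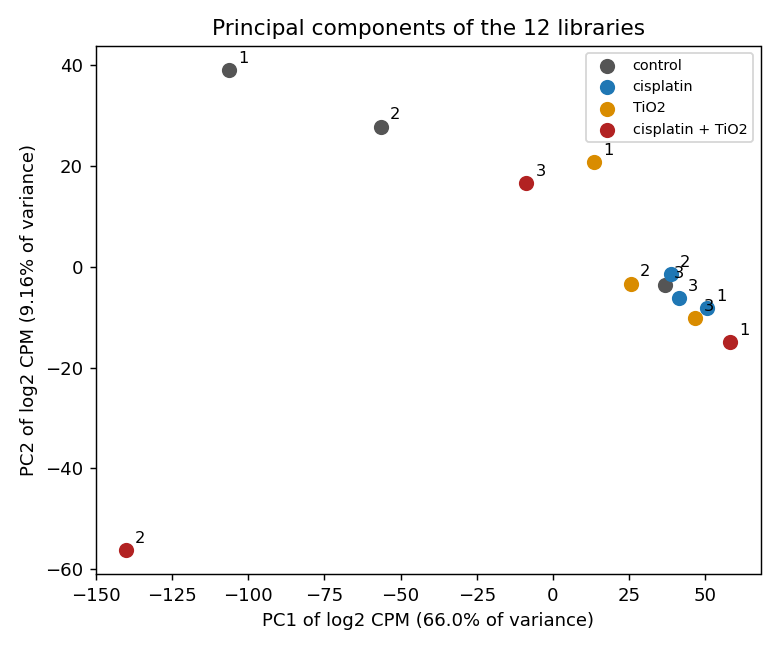
First against second principal component of log2 CPM (share of variance on each axis) for the 12 libraries, 1 point per library, coloured by group and numbered by replicate. The first component holds 66.02% of the variance, and along it combination replicate 2 and control replicates 1 and 2 lie below the other 9 libraries.

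Cisplatin was compared with control to find the response to the drug alone. Of 11060 genes tested, 0 passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR's quasi-likelihood test; the smallest adjusted p was 0.270. At an unadjusted p under 0.05 there were 2026 genes, 362 higher and 1664 lower in cisplatin. This count was 596 without control replicate 1, 928 without control replicate 2 and 5293 without control replicate 3, and between 829 and 874 without 1 of the cisplatin libraries. CPM ranges of the groups did not overlap in 3381 genes (30.6%), where chance gives 10% on average for 3 libraries against 3. That average is over all divisions of the libraries, and genes that vary together can put a single division far from it. Among the settings fixed beforehand DESeq2 moved the count most, with 13 higher and 192 lower genes called (2.1e+02 in all). With voom sample weights, a setting chosen after seeing the data, 8136 genes were called, 4110 higher and 4026 lower. The first principal component within groups as a covariate, also chosen then, gave 3266 higher and 2964 lower.

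The 3 genes with the smallest unadjusted p for cisplatin against control were all lower. None of them passed the threshold in edgeR without a covariate. In DESeq2 all 3 passed (Benjamini-Hochberg adjusted p from 0.000100 to 0.00101). CG6409 (FBgn0036106; chromosome 3L, 10880699 to 10882386, protein coding) had 863 ± 212 CPM in control and 312 ± 71.8 CPM in cisplatin (SD, n = 3 each). Its log2 fold change was -1.47 with a standard error of 0.27 (edgeR, Benjamini-Hochberg adjusted p 0.270). CG15739 (FBgn0030347; chromosome X, 11873319 to 11875346) changed from 19.2 ± 3.03 to 9.16 ± 1.57 CPM, a log2 fold change of -1.07. CG1246 (FBgn0035360; chromosome 3L, 2648048 to 2650205) changed from 35.1 ± 4.50 to 18.04 ± 3.53 CPM, a log2 fold change of -0.96. The latter 2 genes overlap a gene on the opposite strand, which makes their counts less certain. Control and cisplatin ranges did not overlap in any of the 3 genes.

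TiO2 was compared with control to find the response to the particles alone. No gene passed (0 of 11060; smallest edgeR Benjamini-Hochberg adjusted p 0.268), and 1824 had an unadjusted p under 0.05, 410 higher and 1414 lower. The count at an unadjusted p was 715 without control replicate 1, 929 without control replicate 2 and 5013 without control replicate 3, and between 854 and 1121 without 1 of the TiO2 libraries. Ranges did not overlap in 2902 genes (26.2%, with 10% from chance on average). DESeq2 called 374 genes, 49 higher and 325 lower. CG6409 again had the smallest p, with 258 ± 41.4 CPM in TiO2 and a log2 fold change of -1.74 ± 0.27 (SE). Obp57c (FBgn0034509; chromosome 2R, 20503584 to 20504202), a gene of the odorant-binding protein family, changed from 61.8 ± 9.61 to 22.9 ± 0.852 CPM (SD, n = 3), a log2 fold change of -1.43. The gene bero (FBgn0032897; chromosome 2L, 20858695 to 20861014) changed from 95.4 ± 15.5 to 51.2 ± 4.08 CPM, a log2 fold change of -0.90. Neither of the latter overlaps another annotated gene, and ranges of the 2 groups did not overlap in any of the 3. All 3 passed in DESeq2 (Benjamini-Hochberg adjusted p 5.32e-06 for CG6409 and 1.44e-06 for Obp57c and bero).

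The combination was compared with control in the same way. Again 0 genes passed, with a smallest edgeR Benjamini-Hochberg adjusted p of 0.518. The 784 genes at an unadjusted p under 0.05 were divided into 362 higher and 422 lower. There were 521 without control replicate 1, 1394 without control replicate 3 and 2433 without combination replicate 2. Ranges did not overlap in 755 genes (6.83%), below the 10% that chance gives on average. DESeq2 called 102 genes, 17 higher and 85 lower. Tsf1 and CG6295, described below, were among the lower (DESeq2 Benjamini-Hochberg adjusted p 0.000235 and 9.70e-06). Without combination replicate 2, 4 genes passed in edgeR: Cubn2 and Amnionless were lower, and aqz and CG3213 were higher. Amnionless, aqz and CG3213 were named after their values were seen, and Amnionless and aqz overlap another gene on their strand. Cubn2 (FBgn0259140; chromosome 3L, 11801951 to 11814755) had the smallest p: 14.1 ± 1.59 CPM in control and 2.13 ± 1.25 CPM in the combination (SD, n = 3), a log2 fold change of -2.72 with a standard error of 0.41. Its edgeR Benjamini-Hochberg adjusted p was 0.518 with all libraries and 0.00906 without combination replicate 2, and over all 20 settings it ranged from 1.35e-08 (DESeq2) to 1.00 (only the 2 groups compared). Tsf1 (FBgn0022355; chromosome X, 18387084 to 18390344), which encodes a transferrin, changed from 626 ± 201.1 to 249 ± 10.3 CPM, a log2 fold change of -1.33. CG6295 (FBgn0039471; chromosome 3R, 27005899 to 27007055), which overlaps a gene on the other strand, changed from 288 ± 53.8 to 99.2 ± 32.9 CPM, a log2 fold change of -1.54.

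Cubn2 and Tsf1 also had lower means than control in both single treatments. Cubn2 had 6.71 ± 2.28 CPM in cisplatin and 3.19 ± 0.168 CPM in TiO2, and Tsf1 417 ± 73.3 and 254 ± 28.8 CPM (SD, n = 3). The log2 fold changes against control were -1.07 and -2.14 for Cubn2 and -0.59 and -1.30 for Tsf1, and none passed in edgeR after Benjamini-Hochberg adjustment.

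**Figure D2:**
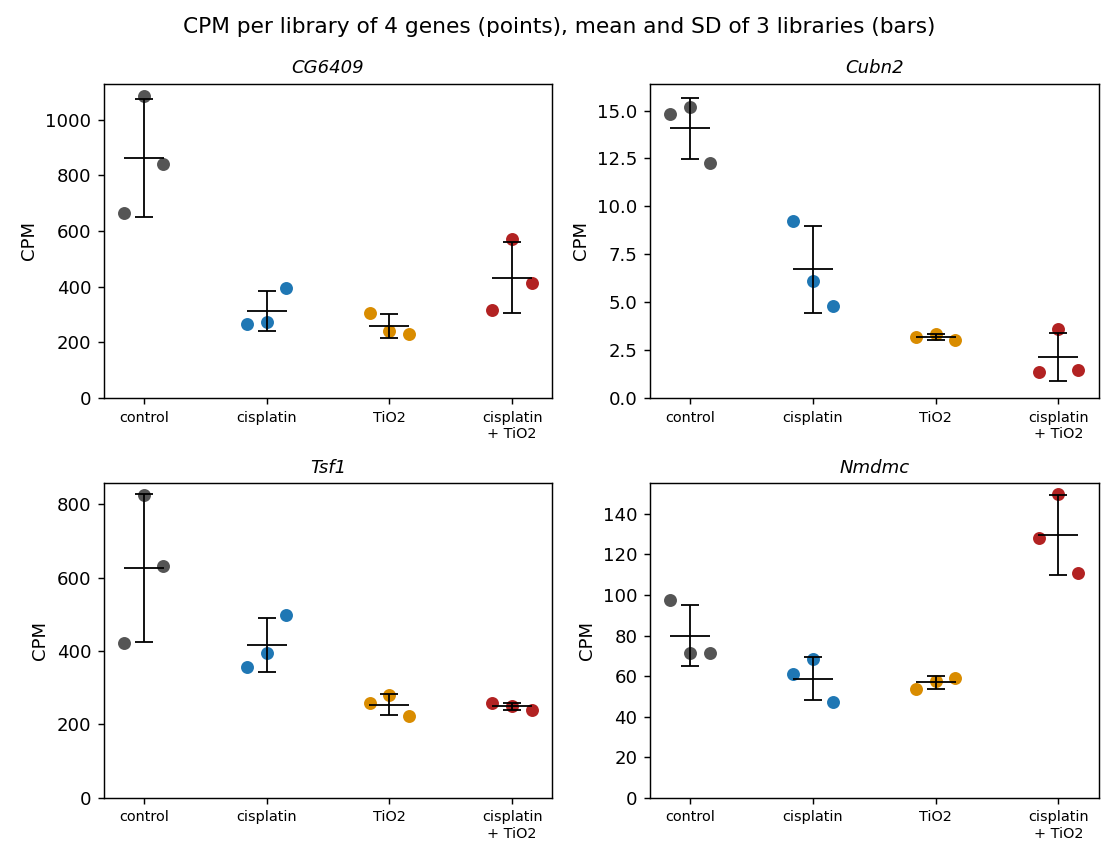
CPM of CG6409, Cubn2, Tsf1 and Nmdmc in each library (points, linear axis from 0) by group, with the mean and SD of 3 libraries (bars). Cubn2 averages 14.1 CPM in control and 2.13 CPM in the combination, and Nmdmc averages 129.6 CPM in the combination against 79.9 CPM in control.

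The combination was set against each single treatment to find what the second substance added. Against cisplatin, 0 genes passed (smallest edgeR Benjamini-Hochberg adjusted p 0.334) and 1592 had an unadjusted p under 0.05, 1480 of them higher in the combination and 112 lower. Against TiO2, 0 genes passed (smallest adjusted p 0.617) and 750 had an unadjusted p under 0.05, 728 higher and 22 lower. Both counts rested on single libraries: without combination replicate 2, the library with male transcripts, they were 241 and 139, and without combination replicate 1 they were 3109 and 2577. Without 1 of the cisplatin libraries the first was between 559 and 853, and without TiO2 replicates 2 and 3 the second was 446 and 412. Ranges did not overlap in 1702 genes (15.4%) and in 726 genes (6.56%), beside 10% from chance on average. DESeq2 called 34 and 3 genes, the latter being Nmdmc, CG16758 and CG2604, which was named after its values were seen.

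Nmdmc (FBgn0010222; chromosome 3R, 9042508 to 9050555), a mitochondrial folate-cycle dehydrogenase gene, had the smallest p in both of these comparisons. It had 129.6 ± 19.6 CPM in the combination, 58.7 ± 10.7 in cisplatin, 56.8 ± 3.01 in TiO2 and 79.9 ± 15.1 in control (SD, n = 3). Its log2 fold change was 1.14 against cisplatin and 1.19 against TiO2, each with a standard error of 0.19, and all 3 combination libraries lay above the other 9. Nmdmc overlaps another gene on its own strand, so its counts are uncertain. Against cisplatin the other 2 named genes were fit (FBgn0038914; chromosome 3R, 21883924 to 21884454), with a log2 fold change of -3.44, and CG9626 (FBgn0037565; chromosome 3R, 8293843 to 8300978), with 0.94. The gene fit had 131 ± 56.8 CPM in cisplatin and 12.1 ± 3.05 in the combination, and it also overlaps a gene on its own strand. Against TiO2 they were CG16758 (FBgn0035348; chromosome 3L, 2499372 to 2503606), with a log2 fold change of 1.02, and Mp (FBgn0260660; chromosome 3L, 6998843 to 7053499), with 1.48. Mp overlaps a gene on the opposite strand, and over the 6 fits that each left out 1 library its value ranged from 0.93 (without combination replicate 2) to 1.69. Its CPM was 54.6 ± 30.1 in the combination and 19.5 ± 3.95 in TiO2, and that of CG16758 was 252 ± 15.2 and 124 ± 28.2. None of these genes passed in edgeR with all libraries and no covariate. All of them passed there with the first principal component within groups as a covariate, a setting chosen after seeing the data. In DESeq2 with all libraries Nmdmc, fit and CG9626 passed against cisplatin, and Nmdmc and CG16758 against TiO2.

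The interaction asks whether the effect of both substances departs from the sum of the single effects on the log2 scale. With all 12 libraries and no covariate, 0 genes passed (smallest edgeR Benjamini-Hochberg adjusted p 0.129). Of the genes, 3502 had an unadjusted p under 0.05, 2951 positive and 551 negative. The unadjusted count ranged from 1911 without combination replicate 2 to 6212 without control replicate 3 over the 12 fits that each left out 1 library. The count past the threshold rested on single libraries too. Without control replicate 3, 1752 genes passed, and without combination replicate 1, 2823 genes passed; in the other 10 fits that each left out 1 library, 0 passed. DESeq2 called 1184 genes with all libraries, 1101 positive and 83 negative. Among settings chosen after seeing the data, the balance of called genes was nearly even. It was 3368 positive and 3641 negative with the first principal component within groups as a covariate. With voom sample weights it was 3839 and 4124. Nmdmc (1.63), CG6409 (2.21) and Atet (1.55, FBgn0020762, chromosome 2L, 4333913 to 4345776) had the smallest p among genes of at least 5 CPM. None of these genes passed in edgeR with all 12 libraries and no covariate. All of them passed there with the first principal component within groups as a covariate. Their edgeR Benjamini-Hochberg adjusted p was 0.0492 without control replicate 3 and 0.0381 without combination replicate 1. Over all 25 settings the Benjamini-Hochberg adjusted p ranged up to 0.289, from 1.91e-05 for Nmdmc (DESeq2), 0.000150 for CG6409 (limma voom with sample weights) and 0.000144 for Atet (edgeR with the first principal component within groups as a covariate). The latter 2 settings were chosen after seeing the data. Atet had 73.96 ± 16.7 CPM in control, 42.1 ± 5.43 in cisplatin, 36.4 ± 1.19 in TiO2 and 60.8 ± 9.20 in the combination (SD, n = 3).

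The log2 fold changes of cisplatin and of TiO2 correlated across genes with r = 0.891, and 93.3% of genes had the same sign. Both use the same control libraries, which alone gave a mean r of 0.502 (0.469 to 0.533) in 50 simulated datasets without any effect. Those simulations take the spread of each gene as independent. When the 12 real libraries were regrouped in all 184800 ways, 5.21% gave a correlation at least as high as observed (computed on log2 CPM, where r was 0.908), and the median was 0.553. For cisplatin and the combination r was 0.247, against 0.505 in the simulations, and for TiO2 and the combination 0.339, against 0.502. On log2 CPM these were 0.482 and 0.586, and 57.1% and 46.2% of regroupings gave as high a value. Genes are not independent replicates in any of these correlations. No overlap of genes past the threshold could be tested, since 0 genes passed. At an unadjusted p under 0.05, cisplatin and TiO2 shared 1138 genes, where the simulations gave 123 on average (highest 154). The combination shared 245 genes with cisplatin (simulated 119.9) and 376 with TiO2 (simulated 123).

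**Figure D3:**
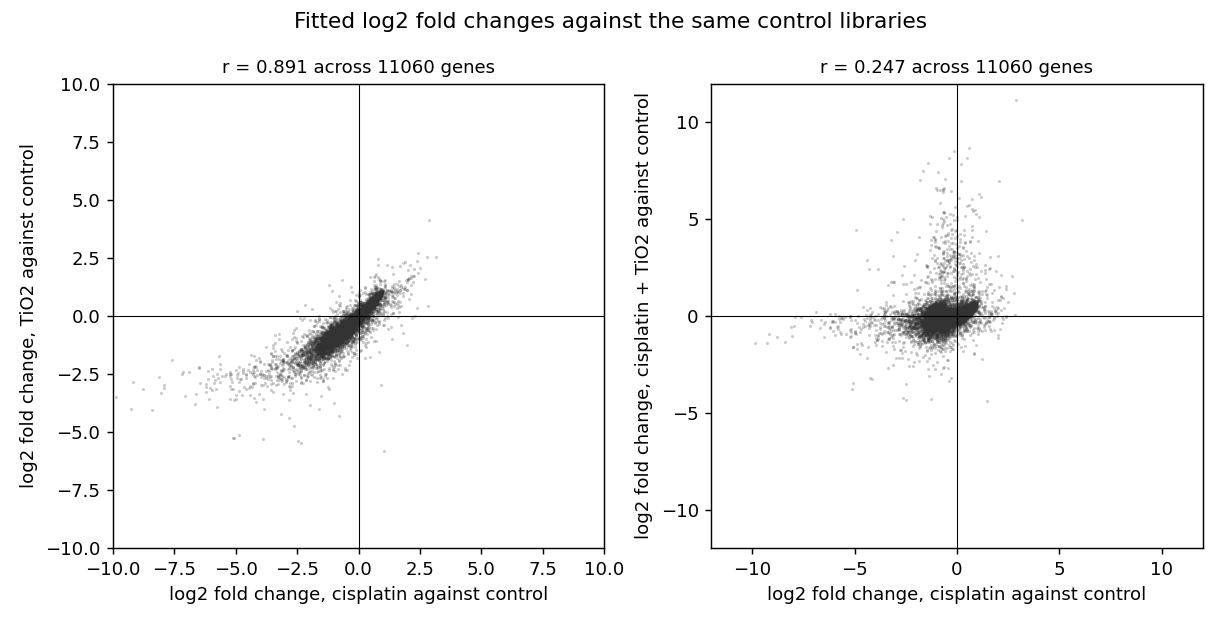
Fitted log2 fold change of cisplatin against control (horizontal) and of TiO2 (left) or of the combination (right) against the same control libraries (vertical), 1 point for each of 11060 genes. The correlation across genes is 0.891 on the left and 0.247 on the right.

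The gene sets fixed beforehand were tested next. With camera, 23 of 36 tests had a Benjamini-Hochberg adjusted p under 0.05, 8 upward and 15 downward. None of the 23 held under fry or under camera with an estimated correlation, where 8 and 2 of the 36 tests had an unadjusted p under 0.05. Over all genes tested, 0 members passed, and adjusted over the list alone, 49 members passed over the 36 tests. Digestive enzyme genes were lower in the combination than in control, with a median log2 fold change of -0.96 over 52 genes (47 lower; camera adjusted p 1.29e-25, fry adjusted p 0.0545). Their medians were -0.51 for cisplatin (38 of 52 lower) and -0.81 for TiO2 (46 of 52 lower). The cisplatin test no longer passed under camera without control replicate 2 (-0.43), control replicate 3 (-0.50) or cisplatin replicate 3 (-0.37), and the TiO2 median was -0.52 without TiO2 replicate 1. Xenobiotic detoxification genes (46 genes) had medians of -0.57, -0.70 and -0.35 for cisplatin, TiO2 and the combination, the last being -0.68 without combination replicate 2. Antimicrobial response genes (26 genes) had medians of -1.46, -1.47 and -0.85, and all 26 were lower in TiO2. Without control replicate 3 these medians were -0.73, -0.93 and -0.27, of which the cisplatin and combination tests no longer passed under camera. The combination median was -0.31 without control replicate 1, -1.30 without combination replicate 2 and -0.48, no longer past the threshold, without combination replicate 3.

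Genes of the DNA damage response and apoptosis (42 genes) had medians of 0.55, 0.55 and 0.23 for cisplatin, TiO2 and the combination, with 35, 35 and 37 members higher. In the combination the direction rested on single libraries: the median was -0.016 without control replicate 1, 0.64 without control replicate 3, 0.56 without combination replicate 2 and -0.052 without combination replicate 1. Its camera test also no longer passed without control replicate 2 (0.19) or combination replicate 3 (0.17). Without control replicate 1 the cisplatin and TiO2 medians were 0.25 and 0.29, and without control replicate 3 they were 0.98 and 0.95. Eggshell and yolk genes (25 genes) had medians of 1.14, 0.49 and -0.38. For TiO2 the median was 1.04 without TiO2 replicate 1 and 1.03 without control replicate 2. Its test no longer passed without control replicate 1 (0.64), control replicate 3 (0.22), TiO2 replicate 2 (0.11) or TiO2 replicate 3 (0.16). Oxidative stress defence (26 genes) had medians of -0.25, -0.21 and -0.12, metal handling (17 genes) of -0.28, -0.58 and -0.13, and heat shock (19 genes) of -0.92, -0.84 and -0.20. The heat shock test for cisplatin no longer passed without control replicate 2 (-0.42), control replicate 3 (-1.12), cisplatin replicate 2 (-0.78) or cisplatin replicate 3 (-0.91), and its median was -0.56 without control replicate 1. Metal handling in TiO2 no longer passed without control replicate 3 (-0.63) or TiO2 replicate 1 (-0.43), and its median was -0.18 without control replicate 1. In the combination, metal handling had -0.074, -0.070 and -0.32 without control replicates 1, 2 and 3, and no longer passed without combination replicate 2 (-0.22). Oxidative stress defence in the combination no longer passed without control replicate 2 (-0.058), control replicate 3 (-0.20), combination replicate 1 (-0.16) or combination replicate 2 (-0.25). Of the male reproductive tract list, 3 genes passed the expression filter. Their median was 7.49 in the combination against control, and its test no longer passed without combination replicate 2 (0.45) or control replicate 3 (7.33).

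Summed CPM of some gene lists varied widely within groups. Cuticle genes of the Cpr family, a list chosen after the data were seen, summed to 3937, 2096 and 128 CPM in control replicates 1 to 3, and to 94.4, 3926 and 981 CPM in combination replicates 1 to 3. Cisplatin libraries had between 111 and 381 CPM and TiO2 libraries between 169 and 852 CPM. Of 9 late eggshell genes the sum was 8.28 CPM in control replicate 1 and 26.6 CPM in combination replicate 2, and between 2382 and 16359.8 CPM in the other libraries.

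**Figure D4:**
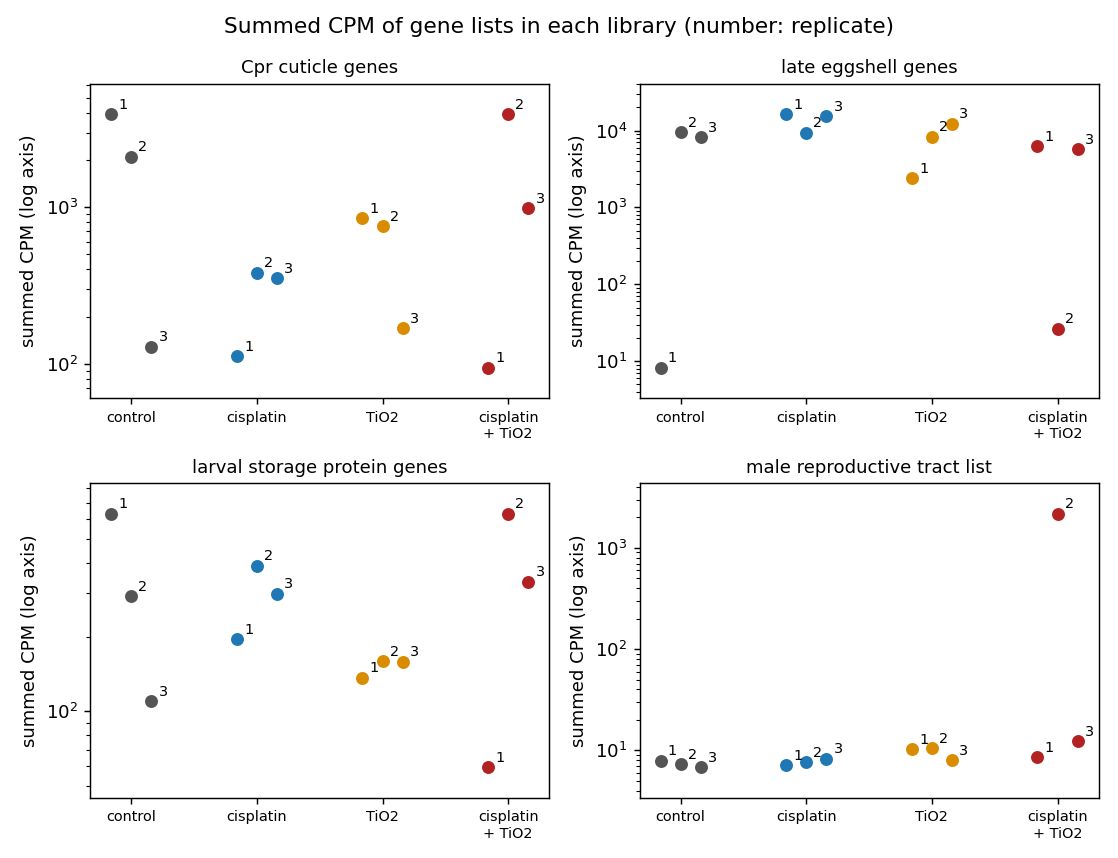
Summed CPM of 4 gene lists in each library (log axis), by group, numbered by replicate. Control replicate 1 and combination replicate 2 have the highest cuticle levels (3937 and 3926 CPM) and the lowest eggshell levels (8.28 and 26.6 CPM), and the male list reaches 2169 CPM in combination replicate 2 against at most 12.3 CPM elsewhere.

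The calls were also set beside those in the tables of the authors. The authors' deposited table for cisplatin lists 127 genes with an adjusted p under 0.05, 7 higher and 120 lower. The authors' deposited table for TiO2 lists 433, 24 higher and 409 lower, and the authors' deposited table for the combination lists 70, 13 higher and 57 lower. All of these genes had the same direction in the edgeR fit (100% in each of the authors' deposited tables), and 125, 415 and 68 of them had an unadjusted p under 0.05 there, while 0 passed after adjustment. With at least a 2-fold change, 97, 358 and 29 genes remain in the authors' deposited tables. Base means in the authors' deposited tables for cisplatin and the combination equal those of DESeq2 size factors over all 12 libraries, and those in the authors' deposited table for TiO2 equal those over the 6 control and TiO2 libraries. The 3 tables thus rest on different sets of libraries. With DESeq2 fitted to all 12 libraries, all 127 genes of the authors' deposited table for cisplatin were called too. For TiO2 these were 209 of the 433 genes of the authors' deposited table, and for the combination 69 of the 70. With DESeq2 fitted to 6 libraries for each comparison, 962 genes were called for cisplatin, 433 for TiO2 and 25 for the combination. Of those called for TiO2, all 433 are called in the authors' deposited table.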

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

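The tests of the male transcripts, and the test against an axis of libraries outside a comparison, were chosen only after the values had been seen.

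Transcripts of males stood out in 1 of the 12 libraries, all of which are labelled female. In combination replicate 2 the male reproductive tract list summed to 2169 CPM, against 6.78 to 12.3 CPM in the other 11 libraries. Y chromosome genes summed to 49.03 CPM there, against at most 5.21. SP, the sex peptide gene, had 462 counts in that library and 0 in each of the other 11, where a count of 0 allows up to 0.112 CPM. Mst87F, a testis gene, had 3121 counts, against at most 13 elsewhere. Reads carried over from another library of the series are argued against, since no other library holds more than 12.3 CPM of the list. Sperm and seminal fluid stored by mated females are argued against as the whole source, because roX1, an RNA of male somatic cells, stood at 155 CPM, against at most 5.36. A wholly male library is argued against by the yolk protein gene Yp1, at 2182 CPM, 49.8% of the median of the 12 libraries and above the lowest other library (1894 CPM). Male flies in the pool remain a candidate explanation: roX1 was 28.96-fold above the highest other library, and roX2 had 381 counts against at most 4. Reads from a library outside the series stay open, as no such library was used here. The share of males was not estimated. A response of female flies to the treatment is argued against, since the other 2 combination libraries had the same treatment and lack the pattern. Their male list summed to 8.48 and 12.3 CPM, and their Y chromosome genes to 3.67 and 3.78 CPM.

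The effect of cisplatin differed between flies without and with TiO2 in 4 of the 9 gene sets by camera's interaction test. The Benjamini-Hochberg adjusted p was 1.12e-05 for eggshell and yolk (median log2 interaction -2.22, 25 of 25 members negative) and 0.000288 for the antimicrobial response (2.61, 23 of 26 positive). It was 0.00746 for xenobiotic detoxification (0.59, 33 of 46 positive) and 0.000177 for the DNA damage response and apoptosis (-0.93, 35 of 42 negative). Under fry, the adjusted p of these tests was 0.184, 0.158, 0.158 and 0.211, so none held there. Without combination replicate 2 the medians of the antimicrobial and DNA damage sets were 1.46 and -0.57, and without cisplatin replicate 2 that of detoxification was 0.90. Other groupings of the libraries were compared over all 36 camera tests, not over the interaction tests alone. Of 100 groupings of the 12 libraries, the real one included, 7 had at least 23 of these tests past the threshold. The median grouping had 17 and the lowest 8, so the inter-gene correlation preset in camera appears too low for these libraries. For single genes, 6 of the 100 groupings had at least 3502 interaction genes at an unadjusted p under 0.05, with a median of 219. Pools of flies that differ in make-up were not tested as a cause of the interaction of the gene sets. For single genes, the cuticle gene level was used as a covariate, a setting chosen after seeing the data. With it 0 genes passed, and the count at an unadjusted p under 0.05 was 2011, against 3502 without it. The covariate also lowered this count for cisplatin (2026 to 912) and for the combination against cisplatin (1592 to 784). It raised the count for TiO2 (1824 to 2772), the combination (784 to 1307) and the combination against TiO2 (750 to 1158). Of the terms of the interaction, the fold changes of cisplatin and TiO2 against control correlated across genes at -0.746 and -0.710 with an axis computed from the libraries outside each comparison, and those of the combination at 0.0344. That explanation, and an interaction of the treatments themselves, stay open.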

How the results depend on the processing

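In each of the 6 comparisons the count of 0 genes was also found with DESeq2 size factors or library size alone. It was also found with no filter, a mean of at least 50 counts and robust dispersion. With only the 2 groups compared it was found in 5 comparisons, since the interaction cannot be fitted there. The threshold of 0.01 and the 2-fold minimum could only give 0, since no gene had passed at 0.05. The legacy dispersion setting fixed beforehand is the default of the installed edgeR and so changes nothing; the non-legacy setting, chosen after seeing the data, also gave 0. Across the edgeR fits fixed beforehand that keep all replicates, genes at an unadjusted p under 0.05 ranged from 1397 to 2666 for cisplatin, 1382 to 1980 for TiO2, 211 to 1697 for the combination, 747 to 2418 and 245 to 1610 for the combination against cisplatin and TiO2, and 2705 to 3597 for the interaction. In the fits that each left out 1 library they ranged from 596 to 5293, 715 to 5013, 521 to 2433, 241 to 3109, 139 to 2577 and 1911 to 6212, in the same order. Under each of the 3 scalings the median log2 fold change of all genes lay at most 0.0835 from 0. The correction for GC content, alone or with the replicate block, was not run.

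DESeq2's Wald test called 2.1e+02 genes for cisplatin (13 higher, 192 lower), 374 for TiO2, 102 for the combination, 34 and 3 for the combination against cisplatin and TiO2, and 1184 for the interaction; the cause was not tested. For cisplatin 1 of the 10 splits of the 6 libraries gave as many calls, for TiO2 1 of 10 and for the combination 2 of 10. With 3 libraries against 3 this share is never under 0.1. DESeq2 called at least 1 gene in 8, 8 and 10 of the 10 splits, and 7401 in the split of control replicates 1 and 2 and combination replicate 2 against the rest. For edgeR at an unadjusted p under 0.05, 1 of the 10 splits of the 6 libraries gave as many genes for cisplatin, 1 for TiO2, 3 for the combination, and 3 and 4 for the combination against cisplatin and TiO2.

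Among the settings chosen after seeing the data, the first principal component within groups as a covariate called 6230, 5917, 373, 4312, 3604 and 7009 genes, in the order above. Voom with sample weights called 8136, 7905, 6462, 2618, 348 and 7963, with weights from 0.0623 (combination replicate 2) to 6.48 (combination replicate 3). For the combination against cisplatin, the covariate called 1979 genes higher and 2333 lower, and the weights 1643 and 975. Against TiO2 these were 1500 and 2104 with the covariate, and 244 and 104 with the weights. For cisplatin, 4 of the 10 splits gave calls with the covariate and 6 with the weights, and 1 of 10, the real one, gave as many with either. Both settings use the libraries' own residuals, and the cause of the large counts was not tested. The component sums to 0 in each group, so it takes up spread and hardly moves a fold change. With the cuticle gene level as a covariate, 21 genes (1 higher, 20 lower) passed for TiO2 and 0 for the other comparisons.

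Leaving out 1 library gave from 0 to 2823 interaction genes over 12 fits and from 0 to 4 genes for the combination against control over 6 fits. The other 4 comparisons gave 0 in each such fit. The between-group share ranged from 0.305 to 0.469 over 12 fits, and r of the single treatments from 0.818 to 0.927 over 3 fits. The 23 gene set tests past the threshold became 21 with DESeq2 size factors and 0 under both fry and camera with an estimated correlation. The median of the DNA damage set in the combination ranged from -0.052 to 0.64 over 6 fits and changed direction without control replicate 1 (-0.016) and without combination replicate 1 (-0.052); the cause was not tested. For the sets, 73 of 254 alternative values were weaker, 46 of them under fry or the estimated correlation. For the named genes, 357 of 357 alternative values kept their direction, 18 of them from the legacy setting that changes nothing. The genes were chosen for a small p, so a kept direction was likely from the start. Of all these values, 63 passed the threshold. Settings chosen after seeing the data gave 18 of the passes with the component covariate, 18 with voom weights and 3 with the cuticle covariate. DESeq2 gave 17, and the fits that each left out 1 library gave 7.

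The replicate numbers did not pair the libraries: 6 of 15 correlations of same-numbered deviations were over 0.1, and they ranged from -0.740 to 0.468. With a replicate block, 0 genes passed in each of the 6 comparisons, 24 set tests passed, and the between-group share was 0.391 (exact permutation p 0.150).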

Other observations

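The tests by ratios of gene lists, without the libraries of the highest cuticle level, of the axis across comparisons, of shared controls and of Cubn2 at equal cuticle levels were chosen only after the result was seen; those of larval storage and tanning genes were written before these were measured, though levels of cuticle and eggshell genes were known.

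Libraries of the same group differed widely in cuticle and late eggshell genes. Control replicate 1 and combination replicate 2 had the highest cuticle and the lowest eggshell levels, and no opposite course was established beyond them (r = -0.675 over all 12 libraries, exact permutation p 0.123, and -0.326 without these 2). The log2 ratio of the lists spanned up to 14.9 within a group, in control. An effect of the treatments is argued against as the cause of this spread, because it was widest among untreated libraries (14.9, against 2.58 in cisplatin, 4.69 in TiO2 and 13.2 in the combination). A scaling of the libraries, by their size or by the share of mitochondrial counts, is argued against as the cause, because it divides all genes of a library alike and cannot move this ratio. The tests first written were correlations with the cuticle level within groups, and the library total gave r = -0.271 (exact permutation p 0.392). The mitochondrial share gave r = 0.768 and rho 0.741 (exact permutation p 0.0694 and 0.0571). Its r was 0.915 without control replicate 1 and combination replicate 2, and 0.628 without control replicate 3 and combination replicate 1. RNA quality or tissue make-up that this share follows therefore stays open, as 12 libraries did not decide. A smaller share of ovary tissue alone is argued against too, since it would raise muscle and neuron genes alike. Their ratio rose with the cuticle level within groups (r = 0.981, exact permutation p 0.000772, the smallest that the 1296 orders can give; rho 0.797, exact permutation p 0.0293). This test replaced one written earlier, which had left that explanation open: the range of the cuticle to muscle ratio (at most 1.83) did not exceed that of muscle to neurons (at most 2.58). The eggshell to germline ratio spanned up to 10.1, and its r with the cuticle level was -0.645 (exact permutation p 0.152).

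Pools with a larger share of younger flies are a candidate explanation. Newly eclosed flies would conflict with the labels, by which flies were kept for 3 days on the medium. Larval storage protein genes (4 genes) rose with the cuticle level within groups with r = 0.907 and rho 0.755 (exact permutation p 0.00540 and 0.0177, n = 12). Cuticle tanning genes (5 genes) rose with r = 0.981 and rho 0.923 (exact permutation p 0.00154 for both). Without the 2 libraries whose cuticle level deviated most from their group mean, control replicate 3 and combination replicate 1, r was 0.777 and 0.951. Without the 2 libraries of the highest cuticle level, control replicate 1 and combination replicate 2, it was 0.830 and 0.968. These p-values are for either direction, and Benjamini-Hochberg adjusted values over the 13 relations computed were 0.0176 and 0.01003. Of the other lists, muscle gave r = 0.987, neurons and eye 0.794, ovarian germline (6 genes) -0.726 and vitelline membrane -0.039, with exact permutation p of 0.00231, 0.0787, 0.0540 and 0.941. Larval storage genes summed to 629.7 CPM in control replicate 1 and 630.1 CPM in combination replicate 2, and to 110.1 and 59.4 CPM in control replicate 3 and combination replicate 1. In TiO2 the relation was absent: larval storage genes summed to 137, 159 and 159 CPM in replicates 1 to 3, at cuticle levels of 852, 755 and 169 CPM. The age of the flies is not given in the labels.

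The same axis may account for part of the direction of the single treatments against control. Across genes, which are not independent replicates, log2 fold changes correlated at -0.746 (cisplatin) and -0.710 (TiO2) with the axis of the libraries outside each comparison. For the combination the value was 0.0344, which argues against the axis there. The axis from the single treatments held only 48.3% of the variance within those groups, though. With the cuticle gene level as a covariate, genes at an unadjusted p under 0.05 fell from 2026 to 912 for cisplatin. For TiO2 they rose from 1824 to 2772, and 21 genes passed. Such counts depend on the spread as well as on the fold change, so they do not decide the part of the axis. Control libraries shared by both comparisons remain a candidate explanation of the similar effects of cisplatin and TiO2, since 5.21% of the regroupings gave as high a correlation. A response common to both substances stays open as untested.

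Cubn2 and Amnionless, the second chosen after its values were seen, had group means that fell in the same order. For Cubn2 the order of TiO2 and the combination was not resolved. Combination replicate 2 (3.58 CPM) lay above all TiO2 libraries (3.02 to 3.35 CPM). Amnionless (FBgn0025686; chromosome 2L, 287252 to 289144), which overlaps another gene on its strand, had 3.29 ± 0.489 CPM in control, 1.35 ± 0.451 in cisplatin, 0.507 ± 0.0840 in TiO2 and 0.166 ± 0.199 in the combination (SD, n = 3). Its edgeR Benjamini-Hochberg adjusted p for the combination against control was 0.518 (log2 fold change -4.31, lower in 3 of 3 libraries). For the combination against TiO2 it was 0.617, so that step was not resolved for Amnionless either. Combination replicate 2 had 0.394 CPM, close to TiO2 replicate 1 (0.410 CPM). Combination replicates 1 and 3 had 0.0811 and 0.0239 CPM, at or under what a count of 0 allows there (0.0816 and 0.0744 CPM). Within groups, Cubn2 correlated with the cuticle level at r = 0.431 (exact permutation p 0.329, rho 0.622, p 0.0702) and Amnionless at r = 0.263 (exact permutation p 0.481). These correlations, the test written first, left the axis open. It is argued against as the whole cause by other values. Control replicate 1 and combination replicate 2 had nearly the same cuticle level (3937 and 3926 CPM), and Cubn2 had 14.8 and 3.58 CPM there and Amnionless 3.19 and 0.394 CPM. Over cuticle levels from 128 to 3937 CPM in control Cubn2 stayed between 12.3 and 15.2 CPM, and over levels from 94.4 to 3926 CPM in the combination it was at most 3.58 CPM. A response to the treatments stays open: neither gene passed in edgeR with all libraries and no covariate. Cubn2 passed in DESeq2 (Benjamini-Hochberg adjusted p 1.35e-08, against 0.518 in edgeR quasi-likelihood). Cubn2 also passed in edgeR with the first principal component within groups as a covariate (Benjamini-Hochberg adjusted p 0.0111). That setting was chosen after seeing the data. A graded loss of both transcripts, unresolved between TiO2 and the combination, would be a hypothesis to test in libraries of flies of matched age.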
